A study of Drosophila melanogaster with 6 samples. Its data were reported in "REPTOR and CREBRF encode key regulators of muscle energy metabolism" (2023).

How the data were processed

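Nuclei were isolated from dissected thoraces of adult male Drosophila melanogaster and profiled by droplet-based single nucleus RNA-seq (10x Genomics 3' chemistry, which reads a tag near the 3' end of each transcript). 3 genotypes were compared. The control carried dMef2-GAL4, a driver of transgene expression in muscle, together with the temperature-sensitive repressor tub-Gal80ts, which keeps the driver off at 18 °C. The other genotypes added UAS-REPTOR[ACT] or UAS-FoxO[ACT], constitutively active forms of the transcription factors REPTOR and FoxO. Adults were kept for 4 days at 29 °C to switch the driver on. Each genotype had 2 libraries. The sources used here give 30 thoraces per homogenate and leave open whether the 2 libraries came from separate homogenates or from 1 suspension. Nuclei were passed through a 40 µm mesh and sorted with the DNA dye DRAQ7. The 2 libraries of a genotype are technical replicates per the study's methods, so every p-value below measures the spread between libraries and not that between flies.

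The deposited matrices hold raw UMI counts per gene and barcode, made by the authors with Cell Ranger 7.0.0 against the BDGP6 genome, with 10000 barcodes per library. The authors also deposited a table of the nuclei they kept, with the cluster number and cell type of each. According to the study's methods, the authors removed nuclei with fewer than 100 UMIs or 100 genes, aligned the libraries with Harmony, clustered the nuclei in Seurat and named clusters by comparison with the Fly Cell Atlas. Of 60000 barcodes, 45372 passed that filter in the matrices and 45335 were in the authors' table, so 37 that passed were not kept. The minimum in the kept nuclei was 107 UMIs and 100 genes. Kept nuclei held 18827338 of 20196924 UMIs. Clusters and names were used as deposited. They were made after Harmony alignment, a step that can pull nuclei of different genotypes together, but the counts tested here were the raw ones.

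Nuclei are not replicates. UMI counts of the nuclei of a cluster were therefore summed per library and the sums were tested across the 6 libraries. The tests used edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test), with the 3 genotypes in 1 fit and genotype as the only term. A gene was called when its Benjamini-Hochberg adjusted p was below 0.05 and its log2 fold change was at least 1 either way; adjusted p-values of genes below are from this test. The clusters tested were muscle clusters 0, 1, 5 and 14, adipose cluster 4, epithelial cluster 3 and ventral nervous system cluster 2. Libraries held 717460 to 1177974 UMIs in cluster 0, where 5355 genes were tested, and 33235 to 211699 in cluster 14, where 1207 were. The biological coefficient of variation between libraries was 0.0576 in cluster 0 and 0.158 in cluster 14. CPM are counts relative to the summed library after TMM scaling, and errors of CPM are SD over 2 libraries and those of log2 fold changes are standard errors of the fit. The difference of an effect between clusters 0 and 1 was tested as an interaction on the 12 sums of both clusters with a term for each of the 6 libraries, by adjusted p alone. An exact two-sided permutation test of 2 libraries against 2 cannot go below 0.333, so no such test was used.

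30 gene lists were written before the data were examined: 17 pathways or complexes, the mitochondrially encoded transcripts, and 12 sets of cell type markers. 597 members matched a gene in the files and 3 did not (Idh3g, Hsp110 and dbt). In cluster 0, 28 lists had at least 2 tested members; heart and gut markers had fewer and were not tested as lists. Lists were tested with limma 3.58.1 (voom and camera, preset correlation 0.01), with Benjamini-Hochberg adjustment over the 28 lists and 3 contrasts. camera compares a list with the other genes. It was run again with the correlation estimated from the data, which left 0 of 84 tests past 0.05 against 22 with the preset. Calls were lost also where the estimate was under the preset, so a larger correlation alone does not account for the loss. Such lists were trehalose, glycogen and sugar transport with REPTOR[ACT] (-0.060) and sarcomere with FoxO[ACT] (-0.010). fry, which asks whether a list's genes move one way on balance, passed 66 of 84 tests, and its mixed form, which asks whether they change either way, passed 81.

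Genes named in the text followed a rule fixed before the data were examined: the genes the study names; in each cluster and contrast the called genes of largest change, among those with at least 50 UMIs over the 4 libraries and no overlap between the groups; up to 4 called members of each list with the largest change; and the genes with the smallest adjusted p in the interaction. Any other gene is said to have been chosen after its values were seen. Where a group had 0 UMIs, the fold is a lower bound against 3 UMIs over the group, and with 1 to 3 UMIs a ratio with its exact 95% interval is given. Intervals and bounds cover counting error only. Gene positions are from the BDGP6.54 annotation (Ensembl 115), which holds 16447 of the 16495 feature IDs in the files; the authors' annotation release is not given in the sources used here, so positions may differ in detail.

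Doublets were scored with Scrublet in scanpy 1.11.5 (expected rate 0.08). It marked 449 nuclei, but 0 or 1 in each of 4 libraries, so it did not work there; leaving out the 8% of nuclei with the highest scores was added after seeing the data. Nuclei of cluster 0 held a mean of 293 to 315 UMIs in control, 530 and 570 in REPTOR[ACT], and 471 and 295 in FoxO[ACT]. Cluster 0 was therefore also tested, again after seeing the data, on nuclei of at least 200 and under 400 UMIs (matched nuclei), whose means were 283 to 314. The other alternatives were fixed before the data were examined: RLE scaling, DESeq2 1.42.0, no filter on low counts, the replicate number as a block, each library left out in turn, an assumed coefficient of variation of 0.3, nuclei of at least 200 UMIs, no Scrublet doublets, counts thinned to the smallest library, and other thresholds. Data were handled with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and version 1.17.8 of data.table, and plotted with matplotlib 3.10.9.

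The tests were tested on simulated data with the means, library sizes and 2 libraries per genotype of these files, in which 200 genes were changed. In the REPTOR[ACT] comparison of cluster 0 (4911 genes), 73.1% of genes changed 2-fold, 85.1% of those changed 4-fold and 90.9% of those changed 8-fold passed the adjusted p, and 4 unchanged genes were called. In cluster 1 (3161 genes) the shares were 47.8%, 83.6% and 95.5%, and in the interaction (3355 genes) 49.3%, 77.6% and 95.5%. camera found the 1 shifted list of 30 and none of the others.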

Results

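The data cover 45335 nuclei of adult thorax in 6 libraries, 2 for each of 3 genotypes, with a mean of 415 and a median of 295 UMIs and a median of 194 genes per nucleus. Mean depth ran from 308 UMIs in control replicate 2 to 556 in REPTOR[ACT] replicate 2, and mitochondrially encoded transcripts made up 0.62% to 1.85% of the UMIs of a library. Cluster 0 was named indirect flight muscle by its annotation, and the summed CPM of flight muscle markers there was 4.18 times that of the other clusters. Flight muscle below means this cluster. Fat body markers stood at 22.3 times the other clusters in adipose cluster 4, neuron markers at 15.4 times in ventral nervous system cluster 2 and epithelial markers at 10.5 times in cluster 3. Cluster 14, named adult alary muscle by its annotation, has the stress genes Hsp23, Hsp26 and Hsp27 among its 10 leading genes and is given by its number below. Flight muscle markers were also high in cluster 14 (2213 CPM, 2.74 times the other clusters, against 1835 CPM in cluster 0). Whether it holds flight muscle nuclei too was not tested. Cluster 0 held 46.7% and 46.6% of nuclei in the control libraries, 19.5% and 18.4% in REPTOR[ACT] and 30.2% and 34.5% in FoxO[ACT]. The 4 muscle clusters together held 65.5% and 65.1%, 44.7% and 42.7%, and 56.1% and 61.6%. These shares are given as description and no comparison is drawn from them, because 2 of the 10 leading genes of cluster 0, Cln3 and lncRNA:alphagamma-element:CR32865, themselves differed between genotypes.

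The driven factors were looked at first. In cluster 0, REPTOR transcripts stood at 893 and 905 CPM in the control libraries, at 371 and 386 in REPTOR[ACT] and at 1952 and 1862 in FoxO[ACT]. REPTOR thus fell with REPTOR[ACT] (log2 fold change -1.25 ± 0.083, adjusted p = 2.77e-19) and rose with FoxO[ACT] (1.09 ± 0.073, adjusted p = 3.76e-19). foxo stood at 1400 and 1437 CPM in control, 1078 and 1030 in REPTOR[ACT] and 792 and 776 in FoxO[ACT]. In matched nuclei REPTOR was at -0.951 with REPTOR[ACT] and 0.93 with FoxO[ACT], under the fold threshold. The differences of foxo from control, -0.43 (adjusted p = 1.07e-06) and -0.85 ± 0.074 (adjusted p = 1.08e-14), did not reach the fold threshold, though that of FoxO[ACT] did in matched nuclei (-1.075). The transgenes may carry another 3' end than the endogenous genes, which 3' tags would not read, so these values do not check whether the transgenes were expressed. What they show is the level of transcripts with the 3' ends in the annotation.

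With REPTOR[ACT], 52 of 59 nuclear-encoded oxidative phosphorylation genes and 10 of 13 glycolysis genes were called lower in flight muscle (camera adjusted p = 1.65e-24 and 4.82e-06, adjusted p = 0.367 for both with an estimated correlation). REPTOR is a factor held in check by TORC1 and active in starvation, when cells spare ATP-consuming growth. Pfk, which commits sugar to glycolysis, fell by 2.76 ± 0.103 in log2 (adjusted p = 5.7e-30), and the TCA cycle genes Fum1 and Nc73EF fell by 3.62 ± 0.142 and 3.51 ± 0.082. Among genes that rose, the stress-response gene Gadd45 went from 15 ± 2.9 to 566 ± 65.2 CPM (log2 fold change 5.23 ± 0.188, adjusted p = 8.68e-31), and Thor, which encodes the translation inhibitor 4E-BP, from 476 ± 33.7 to 1346 ± 16.7 CPM (1.5 ± 0.075, adjusted p = 1.99e-24). In all, 2062 of 5355 genes tested were called, 1110 higher and 952 lower, with 2 libraries on each side.

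By lists, 4 pathways and the mitochondrially encoded transcripts passed camera as lower, and fatty acid oxidation and lipid handling did not (2 lower of 22, median -0.11, adjusted p = 0.57). Each list that passed camera with the preset lost its call with an estimated correlation, also where that estimate was under the preset. Of 59 nuclear-encoded oxidative phosphorylation genes, 52 were called lower and none higher (median -1.39, camera adjusted p = 1.65e-24, adjusted p = 0.367 with an estimated correlation), among them ND-B8 (-3.81 ± 0.209), ND-PDSW (-2.22 ± 0.135) and COX4 (-2.02 ± 0.096). Of 20 TCA cycle genes 16 were called lower (median -1.31, adjusted p = 2.38e-07, adjusted p = 0.367 with an estimated correlation), and of 13 glycolysis genes 10 (median -1.35, adjusted p = 4.82e-06, adjusted p = 0.367 with an estimated correlation), including Pgi (-2.21 ± 0.165) and Ald1 (-2.05 ± 0.07). PyK (-1.62 ± 0.154) was among them and Hex-A (-0.20, adjusted p = 0.306) was not. The trehalose, glycogen and sugar transport list had 8 lower and 1 higher of 13 (median -1.35, adjusted p = 0.00122, adjusted p = 0.367 with an estimated correlation), with GlyS at -3.85 ± 0.173 and Treh at -2.23 ± 0.13. Mitochondrially encoded transcripts, which also track the RNA quality of a preparation, fell alongside: 8 of 13 were called lower (median -1.16, adjusted p = 1.37e-05, adjusted p = 0.398 with an estimated correlation), with mt:CoI at -1.37 ± 0.063. REPTOR[ACT] nuclei of cluster 0 also held more UMIs. In matched nuclei 28 of 59 oxidative phosphorylation genes were called lower (median -0.98, adjusted p = 2.25e-08), the trehalose list (0.0797) and mitochondrial transcripts (0.0519) did not pass, and mt:CoI was -0.77. In all nuclei, the counts were the same when adjusted over the list alone.

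With REPTOR[ACT], 5 lists passed camera as higher: proteasome, unfolded protein response, heat shock, ribosomal protein genes and neuron markers. Proteasome genes had 12 of 31 called higher (median 0.88, adjusted p = 0.00664, adjusted p = 0.367 with an estimated correlation), such as Prosbeta3 (2.02 ± 0.292), though the list did not pass without control replicate 1 (0.0798), FoxO[ACT] replicate 1 (0.0807) or FoxO[ACT] replicate 2 (0.072). The unfolded protein response list had 7 of 13 higher (median 1.16, adjusted p = 0.0172, adjusted p = 0.398 with an estimated correlation), with the endoplasmic reticulum chaperones Hsc70-3 (3.69 ± 0.145) and Gp93 (2.49 ± 0.323); without FoxO[ACT] replicate 1 its p was 0.0525. Heat shock genes had 12 higher and 1 lower of 22 (median 1.2, unchanged with Hsp23 at its bound, adjusted p = 0.0212, adjusted p = 0.465 with an estimated correlation), with Hsp26 at 4.05 ± 0.222; without FoxO[ACT] replicates 1 or 2 the p was 0.0671 or 0.0572. Ribosomal protein genes shifted little, with 5 of 83 called higher (median 0.29, adjusted p = 0.00122, adjusted p = 0.591 with an estimated correlation, and 0.0671 and 0.0641 with the preset without FoxO[ACT] replicates 1 and 2). The largest of these was RpL24-like (2.88 ± 0.135), a ribosome assembly factor. In matched nuclei the shift was larger, with 16 of 82 ribosomal protein genes called higher (median 0.69, camera adjusted p = 3.42e-07 with the preset). Heat shock genes there had 13 higher and 1 lower of 20 (median 2.01, 6.65e-05). The proteasome (0.0435) and unfolded protein response (0.0355) lists passed there as well. Neuron markers moved up with these groups, 6 of 8 called higher (median 1.49, adjusted p = 0.034, adjusted p = 0.465 with an estimated correlation), and that list did not pass without control replicate 1 (0.159), FoxO[ACT] replicate 1 (0.102) or FoxO[ACT] replicate 2 (0.0914), nor in matched nuclei (0.101). Marker lists were included to check cell types and to measure RNA of other cell types in a cluster. Whether the rise of neuron markers comes from such RNA or from flight muscle nuclei was not tested. Adjusted over the list alone, the counts of these 5 lists in all nuclei were the same. The log2 change of the summed CPM of every heat shock gene of the list was 0.975 in cluster 0 (range over library pairs 0.925 to 1.025). It was 0.892 (0.569 to 1.213) in cluster 2, 0.66 in cluster 3 and 0.38 in cluster 4. In muscle clusters 1, 5 and 14 it was 0.14, 0.31 and 2.03. The range of cluster 2 overlaps that of cluster 0, so a flight muscle response and stress of the whole preparation cannot be told apart here.

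Hsp23, a small heat shock protein gene, had 335 UMIs in the REPTOR[ACT] libraries and 0 in control (at least 111-fold). betaTub60D, a tubulin of developing muscle, rose 210-fold (95% interval 71.7 to 1020), CG6845 by 6.84 ± 0.255 in log2 (adjusted p = 4.57e-30) and Rgk1, related to calcium channel regulators, by 6.71 ± 0.248 (adjusted p = 2.97e-30). The cytochrome P450 gene Cyp4d2 fell by 4.92 ± 0.15 (adjusted p = 6.78e-34) and the antisense transcript asRNA:CR45479 by 5.13 ± 0.23. Sarcomere genes split, with 5 higher and 8 lower of 30: Mf, which encodes myofilin of the thick filament, fell by 3.73 ± 0.061 (adjusted p = 4.81e-46) and fln by 3.77 ± 0.216, while Act88F rose by 3.20 ± 0.131 and Mhc by 1.49 ± 0.054 (0.66 and not called in matched nuclei). The sarcomere list did not pass (adjusted p = 0.111, median 0.03 but mean -0.20, tested direction down), yet it passed as lower without control replicate 1 (1e-06), control replicate 2 (0.0132), FoxO[ACT] replicate 1 (7.89e-11) or FoxO[ACT] replicate 2 (2.17e-11), and in matched nuclei (0.0415).

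With FoxO[ACT], 17 of 22 heat shock genes were called higher and 1 lower in flight muscle (camera adjusted p = 1.41e-08, adjusted p = 0.367 with an estimated correlation). FoxO is restrained by insulin signalling and is known to promote stress resistance and protein homeostasis in fly muscle. Hsp68 went from 8.58 ± 3.1 to 3053 ± 640 CPM (log2 fold change 8.45 ± 0.168, adjusted p = 1.13e-42), Hsp70Aa rose by 7.75 ± 0.245 and Hsp70Ab by 7.25 ± 0.199. The known FoxO target Thor rose to 4298 ± 223 CPM (3.17 ± 0.073, adjusted p = 9.8e-40). In all, 1511 of 5355 genes were called, 853 higher and 658 lower, with 2 libraries on each side.

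By lists, the heat shock genes had a median of 3.16 with FoxO[ACT], or 3.10 with Hsp23 at its bound. All 13 mitochondrially encoded transcripts were higher (median 1.53, adjusted p = 2.33e-11, adjusted p = 0.367 with an estimated correlation), for example mt:ND4 (1.84 ± 0.088) and mt:ND6 (1.80 ± 0.181), the reverse of REPTOR[ACT]. Nuclear-encoded oxidative phosphorylation genes, in contrast, had 2 called lower of 59 (median -0.23, adjusted p = 0.0172, adjusted p = 0.63 with an estimated correlation), ND-B8 (-2.11 ± 0.17) and ND-19 (-1.15), and the list did not pass without control replicate 1 (0.191) or FoxO[ACT] replicate 2 (0.357), nor in matched nuclei (0.0519). Sarcomere genes had 13 higher and 7 lower of 30 (median 0.87, adjusted p = 0.0265, adjusted p = 0.367 with an estimated correlation). Tm2 rose by 3.58 ± 0.107, Mlc2 by 2.29 ± 0.077 and Mhc by 2.12 ± 0.055, whereas Mf fell by 4.19 ± 0.064 and sls, which encodes a titin-like protein, by 1.48 ± 0.048; without control replicate 1 (0.402), control replicate 2 (0.0533) or FoxO[ACT] replicate 1 (0.0671) the list did not pass, nor did it in matched nuclei (0.114). Ribosomal protein genes had 3 of 83 higher (median 0.45, adjusted p = 3.26e-06, adjusted p = 0.483 with an estimated correlation, and 0.132 with the preset without FoxO[ACT] replicate 1), with RpL24-like at 3.44 ± 0.13. These counts were the same when adjusted over the list alone. Glycolysis did not pass (2 lower of 13, adjusted p = 0.111), although Pfk fell by 1.17 ± 0.09.

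The largest single change with FoxO[ACT] was in CG30334, a short gene of unknown function on chromosome 2R with 3 exons, which had 2700 UMIs in the FoxO[ACT] libraries and 2 in control (ratio 1480, 95% interval 410 to 12300). Cyp4p2 (at least 96.4-fold), the small GTPase gene Rgk2 (at least 52.0-fold) and Tdc1 (at least 49.1-fold), which encodes tyrosine decarboxylase, had no UMI in control. The serpin gene Spn55B rose by 8.18 ± 0.22 (adjusted p = 1.06e-36). plh fell from 5343 to 189 CPM (-4.82 ± 0.081, adjusted p = 4.56e-46). Dscam4 also fell (-5.07 ± 0.308), as did salm, which specifies flight muscle (-1.61 ± 0.085).

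**Figure D1:**
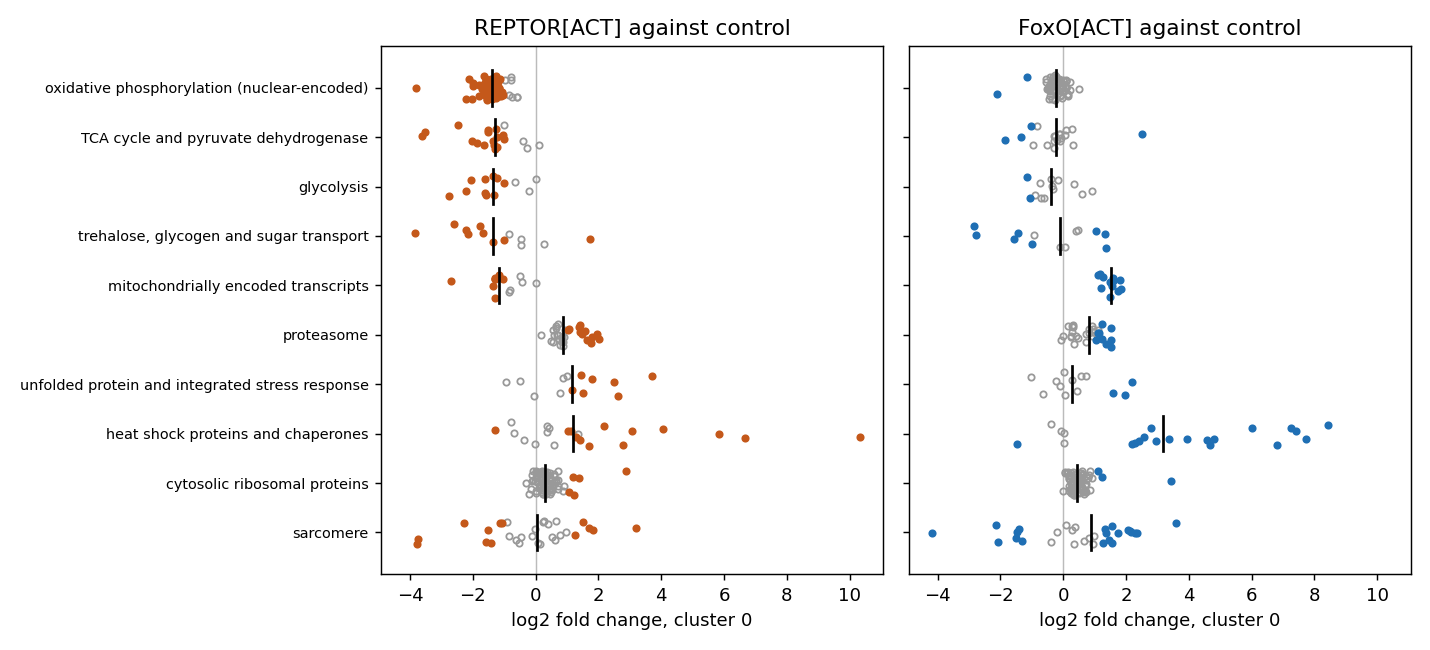
Log2 fold changes against control of the members of 10 gene lists in flight muscle cluster 0. Filled points are called genes, open points are the others and black bars are medians. The fitted value of Hsp23 rests on 0 UMIs in control.

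With REPTOR[ACT] set against FoxO[ACT] in flight muscle, 42 of 59 oxidative phosphorylation genes were called lower (camera adjusted p = 7.46e-18, adjusted p = 0.398 with an estimated correlation). In matched nuclei 15 of 59 were (camera adjusted p = 4.61e-05 with the preset). Both factors act downstream of nutrient signals, so a direct test shows where their programmes part. Gadd45 was 4.17 ± 0.168 higher in log2 with REPTOR[ACT] (adjusted p = 1.12e-28) and bbg, a PDZ protein gene, 6.05 ± 0.136 higher (adjusted p = 4.4e-40). CG10383 was lower with REPTOR[ACT] (-4.29 ± 0.095, adjusted p = 2.39e-40), and CG30334 was lower by a ratio of 993 (95% interval 340 to 4820). With 2 libraries on each side, 2043 genes were called, 1059 higher and 984 lower with REPTOR[ACT], and in matched nuclei 1194.

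In this direct test, oxidative phosphorylation had a median of -1.17, the TCA cycle had 13 of 20 genes lower with REPTOR[ACT] (median -1.05, 7.5e-06, adjusted p = 0.367 with an estimated correlation) and glycolysis 6 of 13 (median -0.96, 0.000243, adjusted p = 0.367 with an estimated correlation). The trehalose, glycogen and sugar transport list (6 lower and 1 higher of 13, adjusted p = 0.059) and fatty acid oxidation and lipid handling (5 lower and 1 higher of 22, adjusted p = 0.111) did not pass. The first passed as lower without control replicate 2 (0.0341), REPTOR[ACT] replicate 1 (0.0455) or REPTOR[ACT] replicate 2 (0.0327), and the other without REPTOR[ACT] replicate 1 (0.0444). All 13 mitochondrially encoded transcripts were lower (median -2.49, 1.09e-12, adjusted p = 0.367 with an estimated correlation). Heat shock genes had 12 lower and 2 higher of 22 (median -1.56, 2.5e-05, adjusted p = 0.398 with an estimated correlation): Hsp68 was lower (-5.38 ± 0.12), while the small heat shock genes Hsp23 (3.52) and Hsp27 (1.88) were higher. Sarcomere genes had 11 lower and 2 higher of 30 (median -0.64, 8.37e-05, adjusted p = 0.367 with an estimated correlation) and muscle markers 3 lower of 7 (median -0.65, 0.00664, adjusted p = 0.367 with an estimated correlation). In matched nuclei the heat shock list did not pass (0.106). Fewer genes were called lower there in oxidative phosphorylation (15 of 59, median -0.77), the TCA cycle (7 of 20, median -0.78, 0.031) and glycolysis (5 of 12, median -0.87, 0.0244). All 12 mitochondrially encoded transcripts tested there and 14 of 30 sarcomere genes were called lower. In all nuclei no call of a list was lost when a library was left out, and adjusted over the list alone the counts above were the same. The list of insulin, TOR and FoxO signalling had 10 higher and 6 lower of 32 (0.924), autophagy 5 and 4 of 25 (0.87) and ribosomal protein genes none of 83 (0.3, but 0.0172 without REPTOR[ACT] replicate 2).

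The genes the study singles out for each factor followed, in flight muscle, the direction under which they are named. They were picked by its authors in part on these same samples, so this is not independent evidence. The choice also used bulk RNA-seq of thoraces and DNA binding sites, and the paper tested the genes by qRT-PCR. There, CG42390 and Gadd45 did not differ significantly from control with FoxO[ACT], in whole thoraces rather than 1 cluster. CG42390 (2.52 ± 0.092), RhoGAP68F (2.46 ± 0.204) and Gadd45 rose with REPTOR[ACT]. With FoxO[ACT], CG42390 rose less (1.18 ± 0.099), RhoGAP68F was not called (-0.20, adjusted p = 0.616), and Gadd45 was called at 1.05 ± 0.327 but not without control replicate 2 (0.88) or FoxO[ACT] replicate 2 (0.89). CG10383 (3.22 ± 0.085), l(1)G0469 (3.90 ± 0.149) and CG1673, a branched-chain aminotransferase gene (4.29 ± 0.123), rose with FoxO[ACT]. With REPTOR[ACT], CG10383 fell by 1.07 ± 0.115, l(1)G0469 was not called (-0.18, adjusted p = 0.539) and CG1673 (0.94, adjusted p = 2.91e-06) stayed under the fold threshold. In matched nuclei these 3 values were -0.774, 1.216 and 1.424, Gadd45 with FoxO[ACT] was 0.971, and the direct test of CG42390 between the factors was 0.842 (1.34 in all nuclei), under the fold threshold. Thor rose with both, by 1.68 ± 0.066 more in log2 with FoxO[ACT] (adjusted p = 3.16e-29).

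**Figure D2:**
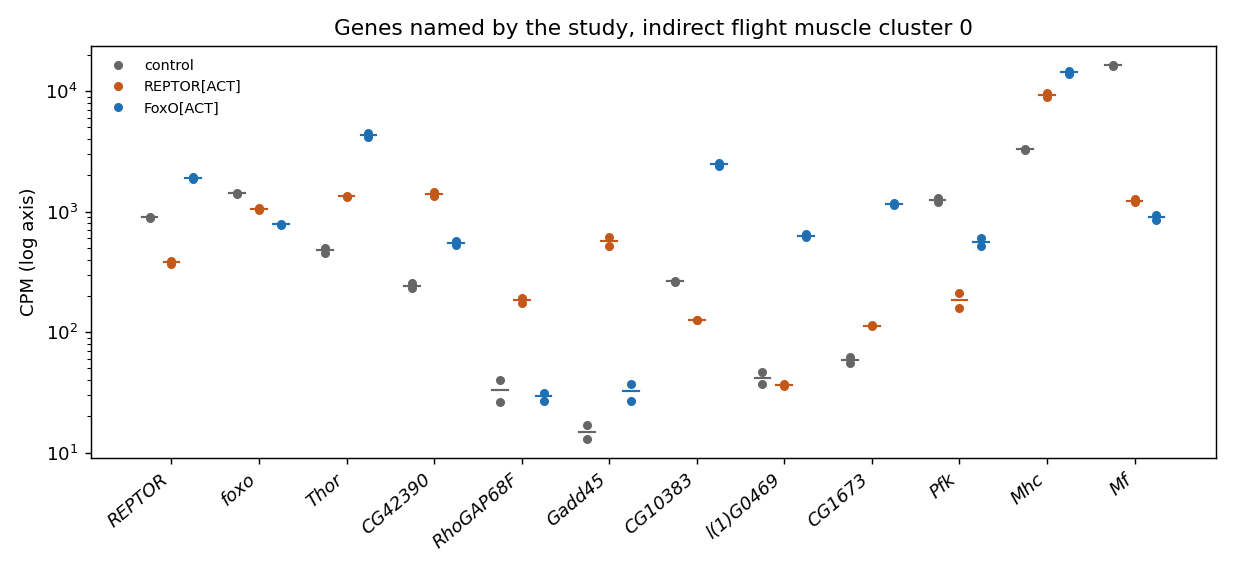
CPM in each library, on a logarithmic axis, of 12 genes named by the study in flight muscle cluster 0. Points are libraries and bars are means of 2 libraries.

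Thor rose with both factors and CG10383 with FoxO[ACT] in the other muscle clusters, while the rise of CG42390 did not differ between the factors by the test in cluster 1. Thor rose with REPTOR[ACT] in clusters 1, 5 and 14 (2.07 ± 0.127, 3.25 ± 0.228 and 2.71 ± 0.243) and with FoxO[ACT] (3.91 ± 0.114, 5.11 ± 0.197 and 3.99 ± 0.249). CG10383 rose with FoxO[ACT] in all 3 (4.84 ± 0.216, 4.93 ± 0.348 and 4.00 ± 0.307). With REPTOR[ACT] it was called in none of them, at -1.05 (adjusted p = 0.0931), -1.73 (0.0827) and, opposite to cluster 0, 0.95 (0.0144, under the fold threshold). CG42390 stood at 861 and 767 CPM with REPTOR[ACT] and at 865 and 719 with FoxO[ACT] in cluster 1 (direct test 0.03, adjusted p = 0.89), and its rise with REPTOR[ACT] was smaller there than in cluster 0 (interaction -1.58 ± 0.154, adjusted p = 6.45e-12). Gadd45 rose with REPTOR[ACT] in cluster 1 (ratio 15.9, 95% interval 4.25 to 134) and cluster 5 (ratio 99.6, 17.7 to 3950) and was not called in cluster 14 (0.80, adjusted p = 0.0771). Called genes numbered 352 with REPTOR[ACT] and 436 with FoxO[ACT] in cluster 1, 381 and 322 in cluster 5, and 490 and 339 in cluster 14. In cluster 14 the REPTOR[ACT] count was 321 without REPTOR[ACT] replicate 2. With an assumed coefficient of variation of 0.3, meant for spread between flies, 55 and 209 genes were called in cluster 1.

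Among other genes, the splicing factor gene bru1, which directs flight muscle splicing, fell with REPTOR[ACT] in clusters 1 (-3.87 ± 0.209) and 5 (-4.08 ± 0.306) and with FoxO[ACT] in both (-3.46 ± 0.209 and -4.33 ± 0.354). Flight muscle markers stood at 0.353 and 0.854 times the other clusters there. With REPTOR[ACT], bru1 also fell in epithelial cluster 3, as given below. Whether its fall in clusters 1 and 5 reflects RNA from flight muscle was not tested. CG30334 rose with FoxO[ACT] in clusters 1, 5 and 14 (at least 205-fold, 90.3-fold and 27.5-fold), and so did the kinase gene fray in cluster 14 (5.76 ± 0.37, adjusted p = 1.64e-15). With REPTOR[ACT], Hsp23 rose in cluster 1 (ratio 49.1, 95% interval 8.65 to 1960), RpL24-like in cluster 5 (4.25 ± 0.395), and the ubiquitin ligase gene Bre1 fell in cluster 14 (-4.33 ± 0.52). Oxidative phosphorylation genes with REPTOR[ACT] were called lower for 41 of 57 in cluster 5 (median -1.38) and 35 of 41 in cluster 14 (median -1.49), but for 1 of 59 in cluster 1. Adjusted over the list alone, these counts were 42, 36 and 1. REPTOR[ACT] nuclei held more UMIs here too, with medians of 468 and 609 in cluster 5 against 241.5 and 218 in control. In cluster 1 they were 314 and 393.5 against 224 and 210. Matched nuclei were not tested outside cluster 0, so how far depth affects these counts is open. Of TCA cycle genes 8 of 14 were lower in cluster 5 (11 adjusted over the list alone) and none of 20 in cluster 1. Heat shock genes with FoxO[ACT] were higher for 13 of 20 in cluster 1, 10 of 14 in cluster 5 and 12 of 16 in cluster 14 (medians 1.88, 2.23 and 2.73). The mitochondrially encoded transcripts were higher for 2 of 12, 6 of 9 and 8 of 8. Adjusted over the list alone, the heat shock counts were the same and 3 mitochondrial transcripts were called in cluster 1.

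**Figure D3:**
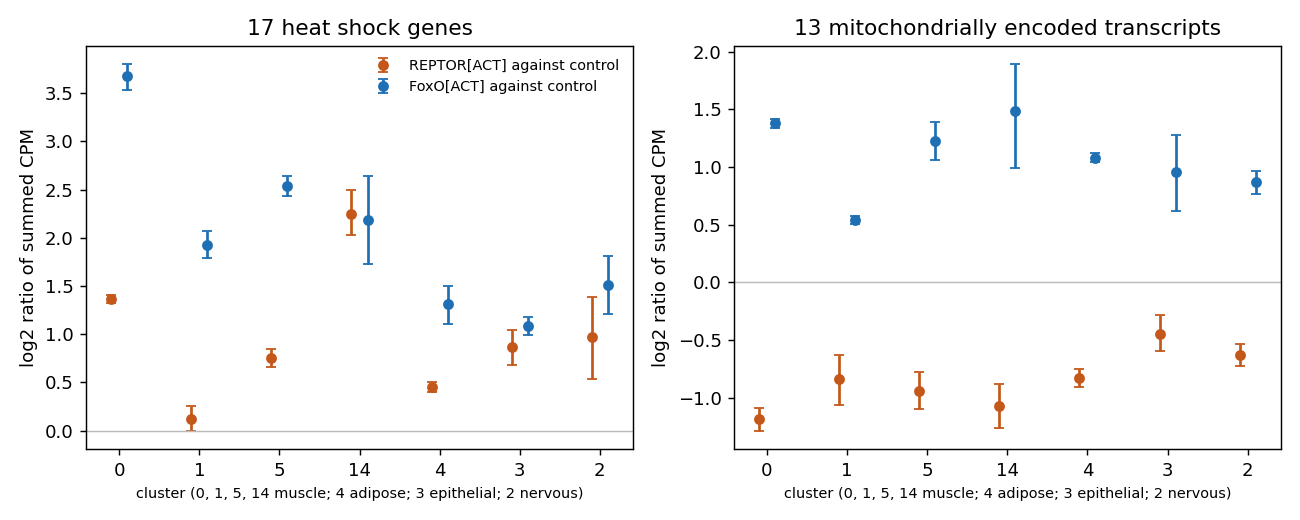
Log2 ratio to control of the summed CPM of 17 heat shock genes and of 13 mitochondrially encoded transcripts in each cluster. Points are middle values and bars span the pairs of libraries.

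Pooling the 4 muscle clusters at the study's threshold, a gene beyond a log2 fold change of 2 in at least 1 of them, 883 genes changed with REPTOR[ACT] and 708 with FoxO[ACT]. 284 changed with both (157 counting higher genes only), of which 231 went the same way in the same cluster and 18 opposite ways. 522 changed with REPTOR[ACT] alone and 378 with FoxO[ACT] alone, in the sense that the other genotype was below the threshold and the direct test passed. At a log2 fold change of at least 1 the numbers were 1078, 1062 and 569. In cluster 0, 325 genes were called higher in both and 326 lower in both, where independent lists would give 177 and 117, and 111 went opposite ways. Both comparisons use the same 2 control libraries. Groups simulated without change had at most 1 called gene in any direction over 50 runs. That they shared 0 called genes therefore says nothing about the overlap. Their fold changes correlated at 0.488, against 0.411 here, and the covariance was 0.0525 against 0.841. The difference of the covariances was 0.788. With 1 control library per comparison, a split added after seeing the data that takes a lone library to vary like the others, 256 or 265 genes were higher in both and 295 or 301 lower in both, by which control went where. Independent lists would give 153 or 148 and 100 or 102, and the covariance was 0.794 or 0.826. Fewer genes were called with 1 control each, so the split leaves open whether part of the excess comes from the shared controls.

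The response also differed between the flight muscle of cluster 0 and muscle cluster 1. Mf fell far more with REPTOR[ACT] in cluster 0 than in cluster 1 (-3.73 against -0.41, difference 3.26 ± 0.076, adjusted p = 7.12e-36), and with FoxO[ACT] likewise (-4.19 against -0.21, difference 3.93 ± 0.079, adjusted p = 1.16e-38). The Z-disc gene Zasp66 fell with REPTOR[ACT] in cluster 0 and was not called in cluster 1 (-2.27 and 0.02, difference 2.23 ± 0.078). The potassium channel gene SK rose further in cluster 0 with FoxO[ACT] (6.60 and 2.01, difference -4.64 ± 0.155), and the heat shock noncoding RNA lncRNA:Hsromega rose with REPTOR[ACT] in cluster 0 (1.5) but fell in cluster 1 (-1.34). In all, 1172 of 5070 genes passed for REPTOR[ACT] and 877 for FoxO[ACT]. With counts thinned to equal totals these were 1003 and 770; without control replicate 2 the REPTOR[ACT] number was 779, and without control replicate 1 it was 574 for FoxO[ACT].

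Genes were also called outside muscle, where the driver is not meant to act. In adipose cluster 4 they numbered 228 with REPTOR[ACT] and 511 with FoxO[ACT], in epithelial cluster 3 140 and 159, and in ventral nervous system cluster 2 120 with REPTOR[ACT] and 80 higher and 76 lower with FoxO[ACT]. Gnmt, a glycine methyltransferase gene of fat body, rose with REPTOR[ACT] in cluster 4 (4.74 ± 0.352, adjusted p = 1.28e-11), as did the stress gene TotM (ratio 20.8, 95% interval 3.57 to 836). The antimicrobial peptide gene Drsl4 fell with REPTOR[ACT] in cluster 3 (-2.87 ± 0.284). With FoxO[ACT], Cyp4p2 rose in cluster 4 (ratio 118, 20.9 to 4680). Muscle genes moved here too: Mf fell in cluster 2 with REPTOR[ACT] (-2.79 ± 0.132) and FoxO[ACT] (-2.97 ± 0.142) and in cluster 3 with FoxO[ACT] (-3.38 ± 0.201), and bru1 fell in cluster 3 with REPTOR[ACT] (-3.49 ± 0.247). Heat shock genes were higher with FoxO[ACT] for 9 of 19 in cluster 4, 6 of 13 in cluster 3 and 7 of 16 in cluster 2 (9, 6 and 8 adjusted over the list alone). Of 9 fat body markers in cluster 4, 0 were called with REPTOR[ACT] and 2 higher and 2 lower with FoxO[ACT], and of 10 neuron markers in cluster 2, 0 in either genotype. Adjusted over the list alone, these marker counts were the same. Counts were lower by over 1.5 times without REPTOR[ACT] replicate 1 in cluster 3 (93) and cluster 2 (48), without REPTOR[ACT] replicate 2 in cluster 2 (44), and without FoxO[ACT] replicate 2 in cluster 2 (99). How far free RNA from muscle reaches these 3 clusters is weighed in the closing section.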

Values the study reported

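The study reported 45335 nuclei with a mean of 414 UMIs per nucleus. At a log2 fold change above 2 in its muscle clusters, it counted 197 genes specific to REPTOR activation, 120 specific to FoxO activation and 63 common to both.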

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

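The look at CG30334 in barcodes outside the kept nuclei was chosen only after its values were seen, as were the interaction tests without each library. The values here were singled out for a difference between muscle clusters 0 and 1 under the same contrast, by a test of the difference itself, or for a signal in barcodes that no comparison above uses.

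The change with REPTOR[ACT] differed between clusters 1 and 0 for 1172 genes and the change with FoxO[ACT] for 877. With single libraries left out these numbers ran from 779 to 1204 and from 574 to 936. For REPTOR[ACT], the log2 fold change in cluster 1 minus that in cluster 0 was 3.256 for Mf and 2.226 for Zasp66, both sarcomere genes. It was -2.905 for lncRNA:Hsromega and -3.63 for cv-c, a RhoGAP gene. For FoxO[ACT], the difference was 3.933 for Mf and 3.746 for the chloride channel gene pHCl-1, and -2.382 for lncRNA:Hsromega and -4.64 for SK.

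In the barcodes that were not kept as nuclei, CG30334 stood at 1646 and 1172 CPM in the FoxO[ACT] libraries. It stood at 47.2 and 32.9 CPM in control and at 12.4 and 105 in REPTOR[ACT].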

How the results depend on the processing

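Leaving out the 8% of nuclei with the highest doublet scores, summing the 4 muscle clusters, matched nuclei of cluster 0 and leaving out libraries in the interaction were chosen after seeing the data. Of 328 counts of genes, lists or shared genes under alternatives, 265 stayed within 1.5 times the reported count and 63 moved. Unless stated below, the cause was not tested. With 4 muscle clusters summed, 1781, 1348 and 1724 genes were called for REPTOR[ACT], FoxO[ACT] and the direct test, against 2062, 1511 and 2043 in cluster 0. Depth limits clusters 14, 3 and 5 most, whose smallest libraries hold 33235, 50728 and 63254 UMIs.

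Counts below are for REPTOR[ACT], then FoxO[ACT]. Beyond a log2 fold change of 2, fewer genes pass by construction: 722 and 544 in cluster 0 (785 in the direct test), 69 and 144 in cluster 1, 107 and 125 in 5, 165 and 160 in 14, 52 and 153 in 4, 45 and 52 in 3, 31 and 50 in 2. With no minimum fold change more pass: 2394 for FoxO[ACT] in cluster 0, 841 and 872 in cluster 1, 584 and 900 in 4, 308 and 330 in 2. DESeq2 called 153 and 263 in cluster 1, 250 for REPTOR[ACT] in 5, 239 and 180 in 14, 98 and 325 in 4, 59 and 69 in 3, 38 and 70 in 2. An assumed coefficient of variation of 0.3 gave 55 and 209 in cluster 1, 217 for REPTOR[ACT] in 5, 55 and 249 in 4, 55 and 60 in 3, 26 and 41 in 2. No filter on low counts gave 17 and 50 in cluster 3 and 44 lists past the threshold. In matched nuclei the direct test called 1194 in cluster 0 (1376 and 1146 against control), with fewer nuclei and genes tested. Thinning gave 79 for REPTOR[ACT] in cluster 2. Without genes called the same way in cluster 0, 130 were left for REPTOR[ACT] in cluster 4, 61 and 68 in 3, 38 and 61 in 2. camera with an estimated correlation passed 0 lists. At a log2 fold change of at least 1, 1078 genes changed in both, 1062 with REPTOR[ACT] alone and 569 with FoxO[ACT] alone.

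Where a library was left out, the lone library of its genotype was assumed to vary like the others. Called genes then ran over 1856-2180 (REPTOR[ACT]), 1441-1549 (FoxO[ACT]) and 1804-2088 (direct test) in cluster 0, 260-351 and 401-434 in cluster 1, 291-399 and 263-319 in 5, 321-564 and 236-320 in 14, 165-260 and 421-497 in 4, 93-155 and 106-155 in 3, and 44-109 and 99-134 in 2. Lists past the threshold ran over 20-28, genes changed in both over 268-308, and the interaction over 779-1204 and 574-936.

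The replicate numbers do not pair the libraries, as 21 correlations of their deviations from the genotype means lay between -0.07 and 0.06. With the replicate number as a block, 2045 and 1511 genes were called in cluster 0 and 97 for REPTOR[ACT] in cluster 2.

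Named genes kept direction and side of the threshold in 8863 alternatives, lost the call in 297 and gained it in 101. ImpL2 in cluster 0 of FoxO[ACT] was reversed without FoxO[ACT] replicate 1 (-0.756, up to 2.525 with other libraries left out), and l(1)G0469 (1.216) and fabp (0.102) with REPTOR[ACT] in matched nuclei. Of list tests, 997 kept their call, 45 lost it and 50 gained it. Shares of nuclei moved in 11 of 24 cases with nuclei of at least 200 UMIs or without doublets. That of cluster 0 was 53.7% in control and 36.5% in FoxO[ACT] at 200 UMIs.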

Other observations

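The tests without the Hsp70 copies, over every heat shock gene, of mitochondrially encoded transcripts outside muscle and in matched nuclei were chosen only after the results were seen.

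Growth signalling and autophagy genes moved in part in flight muscle cluster 0. The insulin, TOR and FoxO signalling list had 15 higher and 5 lower of 32 with REPTOR[ACT] (camera adjusted p = 0.0832) and 12 and 3 with FoxO[ACT] (0.113, but 0.0298 and 0.0241 without FoxO[ACT] replicates 1 and 2). Rheb, the activator of TORC1, rose with REPTOR[ACT] (2.70 ± 0.25), as did Sdr (3.27 ± 0.47), a secreted decoy of the insulin receptor. With FoxO[ACT], Sesn (3.40 ± 0.232) and Akt1 (2.57 ± 0.175) rose and step fell (-2.49 ± 0.103). Of 25 autophagy genes 6 were higher and 2 lower with REPTOR[ACT] (0.112) and 7 and 2 with FoxO[ACT] (0.126). The autophagy kinase gene Atg1 rose in both (2.61 ± 0.108 and 3.78 ± 0.102), Atg101 with REPTOR[ACT] (2.85 ± 0.286) and Atg18b with FoxO[ACT] (4.57 ± 0.091). Of 22 fatty acid and lipid genes, 2 were lower with REPTOR[ACT] (0.57), among them Etf-QO (-2.63), and 4 higher with FoxO[ACT] (0.332), among them the lipase gene bmm (3.14 ± 0.14) and the lipid droplet gene Lsd-2 (3.29 ± 0.121). With FoxO[ACT], the TCA cycle list had 1 higher and 3 lower of 20 (0.126), Pdk, an inhibitor of pyruvate dehydrogenase, rising by 2.52 ± 0.129. The trehalose and glycogen list had 3 higher and 5 lower of 13 (0.489, GlyS -2.83 ± 0.155), the proteasome 9 higher of 31 (0.0693, but 0.0312 and 0.0269 without REPTOR[ACT] replicates 1 and 2) and the unfolded protein response 3 higher of 13 (0.365, Xbp1 2.20 ± 0.134).

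Excitability and signalling genes followed single-gene patterns. Of 18 calcium and excitability genes 4 were higher and 3 lower with REPTOR[ACT] (5 and 3 adjusted over the list alone, 0.126, median -0.37 but mean 0.11, tested direction down), the exchanger gene Calx rising by 3.84 ± 0.121. With FoxO[ACT] 6 were higher and 3 lower (0.716, median 0.20 and mean 0.21 but tested direction down), RyR, the calcium release channel, falling by 2.94 ± 0.129. The oxidative stress and JNK list had 7 higher and 2 lower of 17 with REPTOR[ACT] (0.126) and 7 and 0 with FoxO[ACT] (7 and 1 adjusted over the list alone, 0.356, median -0.02 but mean 0.35), where cnc rose by 1.68 ± 0.07. Among 7 circadian genes 3 were higher and 2 lower with REPTOR[ACT] (0.718, median 0.81 and mean 0.31 but tested direction down) and 4 and 1 with FoxO[ACT] (0.0665); cwo rose in both (2.41 ± 0.122 and 2.46 ± 0.123) and the list passed without FoxO[ACT] replicate 1 (0.0255). Immune genes had 1 higher and 2 lower of 10 with REPTOR[ACT] (0.951) and 3 and 1 with FoxO[ACT] (0.382, PGRP-SC2 4.07 ± 0.534). Genes of secreted factors had 4 of 7 higher with REPTOR[ACT] (0.0879), among them daw (3.26 ± 0.323) and bnl (3.15 ± 0.112), and 2 with FoxO[ACT] (0.543). Where not stated, counts in these 2 paragraphs and the next were the same adjusted over the list alone. In the direct test the trehalose and glycogen list (1 higher and 6 lower of 13, 0.059) passed without control replicate 2 (0.0341), REPTOR[ACT] replicate 1 (0.0455) or REPTOR[ACT] replicate 2 (0.0327). Fatty acid genes (1 and 5 of 22, 0.111) passed without REPTOR[ACT] replicate 1 (0.0444), and circadian genes (0 and 2 of 7, 0.102) without control replicate 1 (0.0167), FoxO[ACT] replicate 1 (0.0047) or FoxO[ACT] replicate 2 (0.0256).

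Cell type markers in cluster 0 were called higher and lower as follows, REPTOR[ACT] first. Muscle 2 and 1 of 7 (0.126), then 3 and 2 (0.487); flight muscle 1 and 2 of 4 (0.564), then 1 and 2 (0.329); other muscle 1 and 0 of 2 (0.0956), then 2 and 0 (0.0593). Glia had 2 and 1 of 5 (0.283), then 2 and 1 (0.877), fat body 0 and 0 of 8 (0.52), then 3 and 1 (0.28), and hemocytes 1 and 0 of 5 (0.497), then 0 and 0 (0.999, median -0.02 but mean 0.23). Epithelium had 3 and 0 of 4 (0.0956), then 0 and 0 (0.47), trachea 0 and 1 of 3 (0.986), then 0 and 1 (0.829), and oenocytes 1 and 1 of 4 (0.543, median -0.35 but mean 0.15), then 0 and 0 (0.365). Neuron markers with FoxO[ACT] had 4 higher of 8 (0.0653, or 0.0279, 0.0455 and 0.0403 without control replicate 2, REPTOR[ACT] replicate 1 and REPTOR[ACT] replicate 2). Other muscle markers passed for FoxO[ACT] without REPTOR[ACT] replicates 1 or 2 (0.047 and 0.0435). The list of muscle markers passed for REPTOR[ACT] without control replicate 1 (1.91e-08), control replicate 2 (0.0279), FoxO[ACT] replicate 1 (1.61e-17) or FoxO[ACT] replicate 2 (2.73e-18), and epithelial markers without REPTOR[ACT] replicate 2 (0.0345).

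Genes were called in adipose, epithelial and nervous system nuclei, where the driver is not meant to act. The barcodes left out were taken as a measure of free muscle RNA in the suspension. They come from the 10000 deposited per library and may be nuclei of low counts, so this measure is uncertain. Calls were summed over these clusters, so a gene can count more than once. Of those not called the same way in cluster 0, 63.76% (146 of 229) changed by more than in those barcodes with REPTOR[ACT]. With FoxO[ACT] the share was 71.75% (353 of 492), from 77.41% in cluster 4 to 42.62% in cluster 2. Of those that cluster 0 had called the same way, 32.82% (85 of 259) and 31.44% (105 calls) did so. The comparison cannot decide on free RNA, because its share of a nucleus may differ between genotypes and the barcodes left out may hold nuclei. Median UMIs per nucleus in cluster 4 were 678 and 570 in control, 1214 and 1439.5 in REPTOR[ACT] and 1186 and 827.5 in FoxO[ACT]. In both sets free RNA and a response of these cells cannot be told apart. Mf, for one, stood at 3748 and 3817 CPM in the left-out barcodes of control and at 1173 and 1516 in those of REPTOR[ACT]. A signal from muscle to other tissues stays an untested hypothesis.

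The rise of 17 heat shock genes in cluster 0 with FoxO[ACT] was set against stress of the whole preparation and against reads shared between Hsp70 copies. In clusters 4, 3 and 2 the log2 change of their summed CPM was at most 1.51 (1.31, 1.08 and 1.51), while it was 3.67 in cluster 0 (range 3.54 to 3.80). These 17 genes were picked by their call in cluster 0, so a smaller change elsewhere is partly built in. Over every heat shock gene of the list, called or not, it was at most 1.30 against 3.17. This argues only against a stress of equal effect in all these clusters as the whole cause in cluster 0. Control levels of the list differed (1695 CPM in cluster 0, 521 in cluster 2). A stress that the clusters answer to unlike degrees cannot be excluded by this comparison. Sums weigh abundant genes most, and the gap was smaller by the median of 12 genes tested in each of these clusters. That median was 3.16 in cluster 0 and 1.75, 1.10 and 1.34 in clusters 4, 3 and 2. Without the Hsp70 copies the median of the list was 2.58, which argues against shared reads. With FoxO[ACT] the sum was also higher in muscle clusters 5 (2.54, range 2.44 to 2.64), 1 (1.93, 1.79 to 2.07) and 14 (2.19, 1.73 to 2.64), clear of clusters 4, 3 and 2 in cluster 5 but overlapping cluster 2 (1.2 to 1.81) in clusters 1 and 14, and in cluster 14 it was as high with REPTOR[ACT] (2.25). A response of flight muscle to active FoxO stays a hypothesis. The smaller rise outside muscle stays open, as these genes also rose in the left-out barcodes (1.69), which may hold free RNA or nuclei of low counts.

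Mitochondrially encoded transcripts rose with FoxO[ACT] and fell with REPTOR[ACT] in cluster 0. In matched nuclei the log2 change of their summed CPM was 1.46 with FoxO[ACT] (1.38 in all nuclei), which argues against UMIs per nucleus as the cause there, but -0.621 with REPTOR[ACT] (-1.19 in all nuclei), where UMIs per nucleus and an effect of REPTOR[ACT] cannot be told apart because they differ together. The same changes in clusters 4, 3 and 2 had a median of 0.954 with FoxO[ACT] and of -0.628 with REPTOR[ACT]. The same signs appear outside muscle, so an effect on muscle mitochondria and a library-wide difference in cytoplasmic RNA carried with the nuclei cannot be told apart. In the left-out barcodes the change was 1.23 with FoxO[ACT] and 0.55 with REPTOR[ACT], the latter of opposite sign to the nuclei.

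At the study's threshold in the 4 muscle clusters, 284 genes changed in both genotypes, 522 with REPTOR[ACT] alone and 378 with FoxO[ACT] alone. Counting higher genes only, these numbers were 157, 348 and 302. Each of these counts is higher than the value quoted from the study above for its group, but the measures differ. The study used a Wilcoxon rank sum test on the nuclei of each cluster. Here sums per library were tested, and alone also needed the direct test. The cause of the difference in counts was not tested.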
